A study of Homo sapiens with 9 samples. Its data were reported in "miR-28-based combination therapy impairs aggressive B cell lymphoma growth by rewiring DNA replication" (2023).

How the data were processed

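The libraries came from U2932, an established human line of activated B cell-like diffuse large B cell lymphoma. The cells carried a doxycycline-inducible pTRIPZ vector that makes red fluorescent protein (RFP) together with miR-28 or with a scramble sequence. The miR-28 and scramble cells were transduced apart, and every library came from cells given doxycycline. Each difference between them therefore also holds any other difference between these cell populations. According to the labels, doxycycline at 0.5 µg/ml was given for 24 h, ibrutinib at 25 µM or its DMSO vehicle was then added, and RFP-positive cells were sorted 20 h later. Poly(A) RNA was made into strand-marking libraries that were read as short single-end reads on an Illumina instrument. Groups were read from the sample titles, namely control (scramble with vehicle, 3 libraries), miR-28 (miR-28 with vehicle, 2 libraries), ibrutinib (scramble with ibrutinib, 2 libraries) and miR-28+ibrutinib (2 libraries). All 9 libraries were used, and each of the 9 value columns was matched to 1 sample by its label. The labels speak of independent experiments but number 3 controls beside 2 libraries of each other group, and nothing else says whether replicates were separate cultures. The p values of single genes therefore measure the spread between these libraries, which may be partly technical.

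The authors deposited estimated counts per gene, made by Salmon from the reads and not scaled for depth. The submitters named bcl2fastq 2.20, Salmon 1.9 and the genome build GRCh38.p10, while the transcript annotation and the way transcripts were summed to genes were not given in the sources used here. In each library 61.1% to 67.4% of the values were whole numbers within 1e-09, and the rest held fractions because Salmon shares a read among the transcripts it fits. Such sharing can move reads between near-identical genes, so values of paralogs, pseudogenes and read-through genes were treated as uncertain. Library totals ran from 22954506 to 30096044 counts. The table listed 37247 genes, of which 34620 matched a GENCODE 29 entry by identifier, among them 19745 protein-coding genes, 10087 processed pseudogenes and 7 lincRNA genes. The 2627 identifiers without an entry took 1.81% of the counts, and some are copies on alternate loci that can take reads from the named gene. A further 9960 identifiers had 0 counts in every library. Small RNAs were largely absent, and MIR28 itself was not in the table.

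Counts were rounded and tested with the edgeR 4.0.16 quasi-likelihood test in R 4.3.3. The model had one coefficient per group and no covariate, over all 9 libraries. TMM scaling factors ran from 0.916 to 1.13, and filterByExpr kept 17671 genes. The residual degrees of freedom were 5, the prior degrees of freedom 5.11 and the biological coefficient of variation 0.203. A gene was called where its Benjamini-Hochberg adjusted p was under 0.05 over all tested genes. The standard error (SE) of a log2 fold change was taken as its absolute value over the square root of F. Levels are TMM-scaled CPM values, given as mean ± SD. For a gene with 0 counts in a group a floor of 3 counts over the group was used, which covers counting error only. Before the data were examined, 6 contrasts were fixed, namely each treatment against control, the combination against each single treatment, and the departure from additivity, which is the combination against ibrutinib minus miR-28 against control on the log2 scale. A gene was distinct in the combination where the combination differed in the same direction from control, from miR-28 and from ibrutinib, each at an adjusted p under 0.05. How many such genes arise without an effect, or with purely additive effects, was estimated from 20 simulated sets of each kind, in which genes varied independently. The study's methods name limma for its tests, so limma-voom was among the alternatives.

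Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and p values were adjusted over the 31 lists of a contrast. Each list needed 3 or more measured genes. The counts of members called were taken over all genes and again with p values adjusted over the list alone. The lists described here were the miR-28+ibrutinib signature of MD-901 cells, its subset lowered in SUDHL4 cells, origin licensing and firing, replication fork and polymerases, deoxynucleotide synthesis, G1/S regulators, mitosis, B cell receptor (BCR) signalling components, NF-kB targets, early response and ERK feedback, ATF4 and amino acid response, unfolded protein response, cholesterol and lipid synthesis, glycolysis and hypoxia response, ribosome biogenesis and MYC targets, apoptosis regulators, plasma cell differentiation, germinal centre and mature B cell, MHC class II, interferon response, NRF2 and oxidative stress, heat shock response, lysosome and autophagy, reported miR-28 targets, microRNA pathway, mitochondrially encoded genes, replication-dependent histones, and markers of T and NK cells, myeloid cells, and fibroblasts or epithelium. Another list was tested but is not described. The pair of signature lists was chosen by the study from other cell lines. The MD-901 signature mixes genes the study reported as lower with others, and it was tested as a single set, so opposite shifts could cancel. The ATF4 list was fixed after ATF4, ATF5 and ASNS had been seen near the top of the study's supplementary list for the present cells. The other lists were written from general knowledge before values were seen.

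Sites for miR-28-5p (AGCTCCT, or AGCTCCTA as an 8-mer) and miR-28-3p (ATCTAGT) were sought in the longest annotated 3' UTR of each gene. The difference in median log2 fold change between genes with and without a site was compared with 10000 gene sets matched in 10 strata of expression by 10 strata of 3' UTR length, and with 50 shuffled seeds per arm. The p values were adjusted over 12 tests. They measure the spread over genes and not between libraries, so they describe these libraries only.

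Genes were named by a fixed rule. For each treatment against control these were the 8 called genes with the highest and the 8 with the lowest log2 fold change, provided the average was at least 3 log2 CPM and the groups did not overlap. For the combination against each single treatment and for the departure the 5 highest and 5 lowest were taken, and for each list passing camera the 3 members with the smallest p. A fixed set of the study's own genes (among them BTK, LPP, MKI67, CDC45, CDC7, GINS1, PCNA, CHEK1, RRM2, UHRF1, MYC, IRF4, NFKBIA, BCL6, MAD2L1, BAG1, RAP1B, RAB23, BCL2, ORC6 and IRAK1) was added to every contrast. Any other gene named was chosen after its values were seen.

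The analysis was tested on simulated data. Counts were simulated for all 9 libraries from a single mean per gene, without shifts of whole libraries. Among genes planted in the miR-28 group and tested against control, edgeR recovered 25.4% at 1.5-fold, 43.3% at 2-fold and 66.7% at 4-fold. There were 9 false calls among 17183 genes. The list test called 20 of 20 lists shifted by 0.2 log2 and 0 of 20 that were not. Simulated genes varied independently, so this could not show false calls from correlation between genes. That correlation was estimated at 0.548 for the glycolysis list. A planted site effect of -0.1 was returned as -0.0976, and an excess of -0.0053 was returned where none was planted. For the departure edgeR recovered 4.48% at 1.5-fold, 38.8% at 2-fold and 54.6% at 4-fold, so smaller departures would mostly be missed. Alternatives run were DESeq2 1.42.0, RLE scaling, limma-voom, no filter on low counts, a filter of 1 CPM in 2 libraries, fits to only the groups compared, replicate number as a block, thinning each library to the total of the smallest, and leaving out each library. For lists, fry and an estimated correlation were added, and for sites 8-mers alone. Protein-coding genes alone, limma-voom with sample weights and removal of the trend on transcript length were chosen after seeing the data. Python 3.11.15 was used for tables and matplotlib 3.10.9 for figures. Outlier tests within groups were left out because groups held 3 libraries at most.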

Results

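RNA-seq was performed on U2932 lymphoma cells after induced miR-28, ibrutinib, or both. Ibrutinib inhibits Bruton's tyrosine kinase (BTK), which relays B cell receptor signals to NF-kB. The microRNA miR-28 is made from MIR28 (GRCh38 3:188688781-188688866, plus strand), which lies within the LPP gene (3:188153284-188890671). MIR28 was not in the count table, so its induction could not be followed here. The host gene LPP stood at 39.5 ± 5.73 CPM (SD, n = 3) in control and 29.8 ± 7.02 CPM (n = 2) in miR-28 cells. BTK itself was level, with 132 ± 4.58 CPM in control (n = 3), 145 ± 11.6 in miR-28, 125 ± 17.1 in ibrutinib and 132 ± 8.0 in the combination (n = 2 each). The 9 libraries held 22954506 to 30096044 counts. No pair of replicates was a copy, since their differences were 7.65 to 34.9 times the counting noise. The first principal component held 31.4% of the variance and placed the libraries with ibrutinib at 42.9 to 65.7 and the others at -49.9 to -34.3. The second held 18.5% and placed replicate 1 of the combination apart at -82.0, against -22.2 to 47.9 for the other libraries. In that library mitochondrially encoded genes took 3.74% of the counts, against 5.87% to 7.54% elsewhere. Ribosomal protein genes took 9.07% there, against 7.82% in the other combination library and 5.18% to 7.28% in the remaining ones. Control replicate 3 stood apart on the third component, which held 11.4%.

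SPCS3, a subunit of the signal peptidase complex of the endoplasmic reticulum (4:176319964-176332245), fell in miR-28 cells from 506 ± 14.6 CPM (SD, n = 3) to 238 ± 4.87 CPM (n = 2). This was a log2 fold change of -1.09 (SE 0.07, adjusted p = 0.00050). It was the only well-expressed gene called with miR-28 alone. SULT1A4, a sulfotransferase with a near-identical paralog, had 0 counts in both miR-28 libraries. Control exceeded the floor of 3 counts over the group at least 74.3-fold (adjusted p = 0.0379). RPL36A-HNRNPH2, a read-through gene whose reads may belong to its neighbours, was lower at a log2 fold change of -4.39 (SE 0.52, adjusted p = 0.0379). These last genes were picked out after their values were seen. NFE2L2, the transcription factor NRF2 of the oxidative stress response and an earlier reported miR-28 target, went from 99.0 ± 1.57 to 68.6 ± 4.01 CPM without passing (log2 fold change -0.53, SE 0.07, adjusted p = 0.0847). BCL6, the repressor that maintains the germinal centre state, went from 211 ± 30.5 to 144 ± 8.99 CPM (log2 fold change -0.55, SE 0.12, adjusted p = 0.441). Values for MYBL1 (-0.51, SE 0.11, adjusted p = 0.424), the surface peptidase MME (-0.53, SE 0.13, adjusted p = 0.487) and RAP1B (-0.34, SE 0.09, adjusted p = 0.520) likewise did not pass.

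With miR-28 alone 0 genes were higher and 3 lower of 17671, and 1429 had an unadjusted p under 0.05. DESeq2 called 72 genes (11 higher and 61 lower) and limma-voom 1. The count was 1 without control replicate 1, control replicate 3, ibrutinib replicate 1 or ibrutinib replicate 2, 6 without miR-28 replicate 1, and 5 without either combination library. SPCS3 was called in each case. Among gene lists, germinal centre and mature B cell genes were lower (median log2 fold change -0.16, adjusted p = 1.11e-07, adjusted p = 0.401 with an estimated correlation), with 25 of 27 values negative. Plasma cell genes (median -0.12, adjusted p = 0.0243, adjusted p = 0.823 with an estimated correlation) followed, with POU2AF1 at -0.44, SLAMF7 at -0.40 and PRDM1 at -0.70. Earlier reported miR-28 targets passed as well (median -0.06, adjusted p = 0.0243, adjusted p = 0.401 with an estimated correlation), with NFE2L2, RAP1B and E2F6 (-0.26) lowest in p. The plasma cell list did not pass without control replicate 2 (adjusted p = 0.0879), control replicate 3 (0.114) or miR-28 replicate 1 (0.325), nor the target list without control replicate 3 (0.0625) or miR-28 replicate 1 (0.325). The target list did not pass with the trend on transcript length removed (0.0948). Fold change with miR-28 alone had a Spearman correlation of -0.277 with transcript length. Against the controls miR-28 replicate 2 had -0.464 and miR-28 replicate 1 had -0.082. No member of these lists was called over all genes, and 5, 2 and 2 were lower adjusted over the list alone. The number of passing lists was 3, and it was 2 without a filter on low counts, 7 without control replicate 1, 1 without control replicate 3 and 5 without miR-28 replicate 2. Signature genes of MD-901 cells (median 0.0052, adjusted p = 0.962) and origin genes (median -0.02, adjusted p = 0.627) did not pass as lists.

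**Figure D1:**
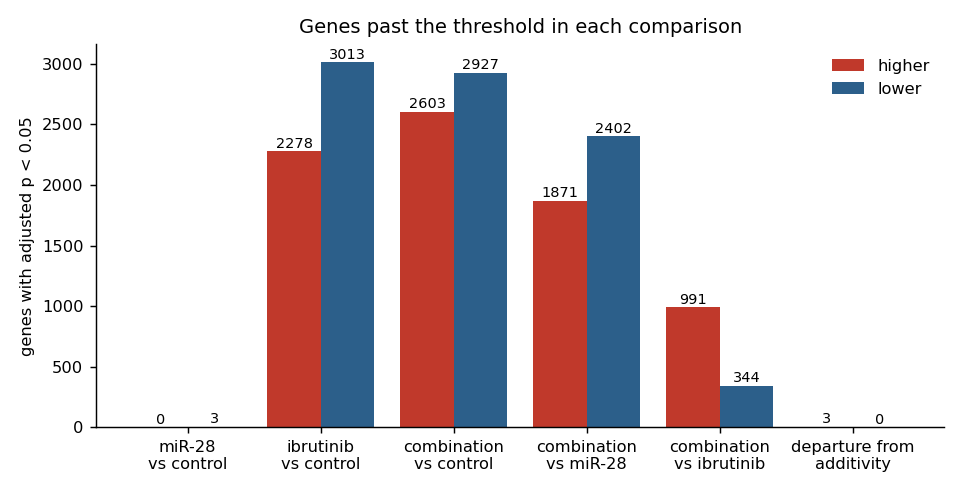
Genes called higher and lower in each comparison, with 2278 and 3013 for ibrutinib against control and 0 and 3 for miR-28 against control.

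Ibrutinib alone lowered NF-kB and early response genes. BCL2A1, an anti-apoptotic relative of BCL2, fell from 276 ± 28.5 CPM (SD, n = 3) to 23.5 ± 0.0169 CPM (n = 2), a log2 fold change of -3.55 (SE 0.16, adjusted p = 1.97e-06). The activation marker CD83 (-2.09, SE 0.10) and the NF-kB inhibitors NFKBIE (-2.02, SE 0.10) and NFKBIA (-2.07, SE 0.14) fell too. The TNF receptor TNFRSF1B was at -3.38 (SE 0.18). IRF4, a transcription factor of activated and plasma cells on which this lymphoma subtype depends, fell from 469 ± 20.8 to 207 ± 8.63 CPM (-1.18, SE 0.08, adjusted p = 1.05e-05). EGR1, an immediate early transcription factor, fell from 31.0 ± 5.46 to 0.727 ± 0.121 CPM (-5.41, SE 0.30, adjusted p = 3.53e-06). The phosphatase DUSP2 fell by 3.01 log2 (SE 0.19), and EGR3 was left with 1 count over both ibrutinib libraries. Of 27 measured NF-kB targets 22 fell and 0 rose (adjusted p = 2.91e-13, adjusted p = 0.0459 with an estimated correlation). Among 22 early response genes 12 fell and 1 rose (adjusted p = 8.55e-06, adjusted p = 0.113 with an estimated correlation). When adjusted over the list alone, 23 fell and 2 rose among the former, and 15 fell and 1 rose among the latter.

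MYC fell from 15.9 ± 4.46 CPM (SD, n = 3) to 3.44 ± 0.0697 CPM (n = 2) with ibrutinib, a log2 fold change of -2.20 (SE 0.35, adjusted p = 0.00109). Of 36 ribosome biogenesis and MYC target genes 35 fell, among them MYBBP1A (-1.58, SE 0.09), the transferrin receptor TFRC (-1.57, SE 0.09) and WDR43 (-1.34, SE 0.08). Their median was -1.24 (adjusted p = 8.78e-26, adjusted p = 0.0762 with an estimated correlation). LDHA, which makes lactate from pyruvate, fell from 2294 ± 279 to 399 ± 34.6 CPM (-2.52, SE 0.14). Hexokinase HK2 fell from 71.8 ± 7.81 to 11.9 ± 2.59 CPM (-2.59, SE 0.17), and GPI by 1.44 log2 (SE 0.09). Of 25 glycolysis and hypoxia genes 21 fell and 0 rose (median -1.20, adjusted p = 4.80e-14, adjusted p = 0.129 with an estimated correlation). The numbers lower were again 35 and 21 when adjusted over the list alone. KIF26B (-2.71, SE 0.33) and the transcription factor BHLHE40 (-2.63, SE 0.47) completed the 8 lowest genes.

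Genes of the amino acid response rose with ibrutinib. PCK2 rose from 17.3 ± 1.94 CPM (SD, n = 3) to 92.1 ± 1.38 CPM (n = 2), a log2 fold change of 2.41 (SE 0.11). CTH (1.91, SE 0.09) and PSAT1 (1.51, SE 0.07), enzymes of cysteine and serine synthesis, rose with it, and all 3 had an adjusted p of 1.97e-06. The glutathione-degrading enzyme CHAC1 rose from 1.97 ± 0.422 to 23.3 ± 0.483 CPM (3.56, SE 0.22). The glycine transporter SLC6A9 (3.41, SE 0.24), ADM2 (3.15, SE 0.25) and the mitochondrial folate enzyme ALDH1L2 (2.95, SE 0.19) rose too. The ATF4 list was fixed after ATF4, ATF5 and ASNS had been seen in the study's supplement for these cells. Of its 40 measured genes 30 rose and 3 fell (median 0.73, adjusted p = 1.67e-13, adjusted p = 0.0762 with an estimated correlation). The splicing regulator ESRP1 (3.16, SE 0.30), the pro-apoptotic HRK (2.47, SE 0.16) and TSC22D3, a glucocorticoid-responsive leucine zipper gene (2.45, SE 0.16), were also among the 8 highest genes. So was ROCK1P1 (4.19, SE 0.37), a pseudogene whose reads are uncertain. Unfolded protein response genes shifted up less (median 0.17, adjusted p = 0.000346, adjusted p = 0.113 with an estimated correlation). EDEM1 (1.26, SE 0.09), the stress sensor ERN1 (1.59, SE 0.12) and DNAJB9 (1.06, SE 0.11) were higher. In the NRF2 list (median 0.43, adjusted p = 0.00602, adjusted p = 0.272 with an estimated correlation) the cystine transporter SLC7A11 (2.13, SE 0.12), HMOX1 (1.89, SE 0.18) and the ferritin chain FTL (0.90, SE 0.10) rose. Lysosome and autophagy genes followed (median 0.23, adjusted p = 0.0132, adjusted p = 0.129 with an estimated correlation). GABARAPL1 (1.85, SE 0.10) was higher and UVRAG lower (-0.80, SE 0.09). The numbers higher and lower were 10 and 1, 11 and 4, and 11 and 3 in these last lists. The same numbers adjusted over the list alone were 11 and 1, 11 and 4, and 11 and 3, against 31 and 4 for the ATF4 list.

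DNA replication genes fell moderately with ibrutinib alone. MCM10, needed for origin firing, fell from 70.2 ± 4.15 CPM (SD, n = 3) to 37.9 ± 1.67 CPM (n = 2), a log2 fold change of -0.89 (SE 0.10, adjusted p = 0.000126). CDC45 (-0.57, SE 0.08), GINS3 (-0.63, SE 0.09) and GINS1 (-0.44, SE 0.08), parts of the replicative helicase, fell too. So did the clamp loader subunit RFC3 (-0.86, SE 0.08), the polymerase subunit POLD1 (-0.70, SE 0.08) and the flap nuclease FEN1 (-0.79, SE 0.11). PCNA (-0.45, adjusted p = 0.00537) lost its call without ibrutinib replicate 1 (adjusted p = 0.0579), and ORC6 (-0.32, adjusted p = 0.0114) without ibrutinib replicate 1 (0.0567), ibrutinib replicate 2 (0.0646) or the trend on transcript length (0.0566). Values for CDC7 (-0.18, adjusted p = 0.0735), CHEK1 (-0.11, adjusted p = 0.295), UHRF1 (-0.11, adjusted p = 0.412) and MKI67 (-0.42, adjusted p = 0.0613) did not pass. Nucleotide synthesis fell through CTPS1 (-1.24, SE 0.08), ATIC (-1.02, SE 0.08), PFAS (-1.25, SE 0.09) and the ribonucleotide reductase subunit RRM2 (-0.42, SE 0.09). Of 27 origin genes 12 fell and 0 rose (adjusted p = 0.000157, adjusted p = 0.0868 with an estimated correlation). Among 34 fork genes 18 fell and 1 rose (adjusted p = 2.27e-06, adjusted p = 0.113 with an estimated correlation). Among 22 deoxynucleotide genes 14 fell and 2 rose (adjusted p = 2.87e-07, adjusted p = 0.0782 with an estimated correlation). The lower members numbered 17, 20 and 16 adjusted over the list alone.

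Cell cycle regulators shifted less. In the G1/S list (median -0.10, adjusted p = 0.0391, adjusted p = 0.129 with an estimated correlation) 6 of 17 genes fell and 1 rose. CDC25A was at -0.84 (SE 0.08), the cyclin CCNA2 at -0.50 (SE 0.08) and MYBL2 at -0.51 (SE 0.08). The list did not pass without control replicate 1 (adjusted p = 0.0650). Of 35 mitosis genes 10 fell and 1 rose (median -0.19, adjusted p = 0.0183, adjusted p = 0.271 with an estimated correlation). The kinases CDK1 (-0.55, SE 0.08) and BUB1B (-0.45, SE 0.07) were lower and CDC25B higher (0.59, SE 0.10). Of 20 replication-dependent histone genes, whose messages mostly lack poly(A) tails, 6 fell (median -0.63, adjusted p = 0.0190, adjusted p = 0.311 with an estimated correlation). HIST1H1C was among them (-1.44, SE 0.15), and without control replicate 2 the adjusted p was 0.0518. Of 149 measured signature genes that the study chose in MD-901 cells, 68 fell and 17 rose (median -0.23, adjusted p = 1.02e-05, adjusted p = 0.113 with an estimated correlation). The folate enzyme MTHFD1 (-0.95, SE 0.08) and HNRNPDL (-0.90, SE 0.08) were lower. Of the 21 measured from the SUDHL4 subset 15 fell and 0 rose (median -0.52, adjusted p = 4.91e-07, adjusted p = 0.113 with an estimated correlation). Earlier reported miR-28 targets also fell without miR-28, with 8 of 11 lower (median -0.36, adjusted p = 0.000219, adjusted p = 0.0762 with an estimated correlation). They were led by BAG1 (-0.72, SE 0.10), BCL2 (-0.44, SE 0.08) and the spindle checkpoint gene MAD2L1 (-0.65, SE 0.12). Higher and lower members adjusted over the list alone numbered 1 and 6 for G1/S, 3 and 12 for mitosis, 0 and 6 for histones, 22 and 76 for the signature, 0 and 16 for its subset and 0 and 9 for the targets.

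B cell genes moved in both directions with ibrutinib. MS4A1, which encodes CD20, fell from 1836 ± 107 CPM (SD, n = 3) to 709 ± 23.2 CPM (n = 2), a log2 fold change of -1.37 (SE 0.10), and the transcription factor SPIB fell by 1.05 (SE 0.10). In the germinal centre list 14 of 27 fell and 7 rose (median -0.38, adjusted p = 0.0322, adjusted p = 0.360 with an estimated correlation). It did not pass without control replicate 2 (adjusted p = 0.0606) or control replicate 3 (adjusted p = 0.0581). Among 29 BCR signalling components 14 fell and 3 rose (median -0.27, adjusted p = 0.00113, adjusted p = 0.0868 with an estimated correlation). The adaptor PIK3AP1 (-0.75, SE 0.07), NFATC1 (-0.85, SE 0.08) and the kinase LYN (-0.56, SE 0.07) were lower. Antigen presentation fell through CD74 (-0.61, SE 0.08) and its regulator CIITA (-0.69, SE 0.11). In the MHC class II list 4 of 14 genes were lower (median -0.45, adjusted p = 0.0104, adjusted p = 0.113 with an estimated correlation). Chaperones of the heat shock list were lower in 12 of 16 cases and higher in 1 (adjusted p = 5.42e-07, adjusted p = 0.184 with an estimated correlation). HSP90AB1 was at -1.03 (SE 0.08), FKBP4 at -1.28 (SE 0.12) and HSPA8 at -0.94 (SE 0.10). Their median was -0.81 and their mean only -0.05. Lipid synthesis was mixed, with FASN lower (-0.99, SE 0.10) and ELOVL6 (0.61, SE 0.07) and TM7SF2 (1.06, SE 0.13) higher. Of 31 such genes 12 fell and 5 rose (median -0.21, adjusted p = 0.0211, adjusted p = 0.404 with an estimated correlation). Without control replicate 2 the adjusted p was 0.0578. Of 13 mitochondrially encoded genes 2 fell (median -0.34, adjusted p = 0.0288, adjusted p = 0.524 with an estimated correlation). The list did not pass without control replicate 2 (adjusted p = 0.0819) or ibrutinib replicate 1 (adjusted p = 0.0637). In these lists 15, 19, 5, 12, 13 and 1 members fell adjusted over the list alone.

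Several lists did not pass with ibrutinib alone. Apoptosis regulators had 9 lower and 3 higher members (adjusted p = 0.0673), microRNA pathway genes 7 and 2 (adjusted p = 0.0914), and interferon genes 2 and 6 (adjusted p = 0.131). There were 6 and 5 among plasma cell genes (adjusted p = 0.521). Markers of other cell types did not pass either. T and NK cell markers had a median of 1.12 with 1 of 7 higher (adjusted p = 0.346), myeloid markers 0.10 with 0 of 5 (adjusted p = 0.875) and fibroblast and epithelial markers 0.45 with 0 of 8 (adjusted p = 0.502). Ibrutinib alone raised 2278 genes and lowered 3013 of 17671, and 675 and 473 of them changed at least 2-fold. The total of 5291 was 2938 without ibrutinib replicate 1 and 3344 without ibrutinib replicate 2. Of the 31 lists 23 passed, 1 with an estimated correlation and 25 with fry.

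**Figure D2:**
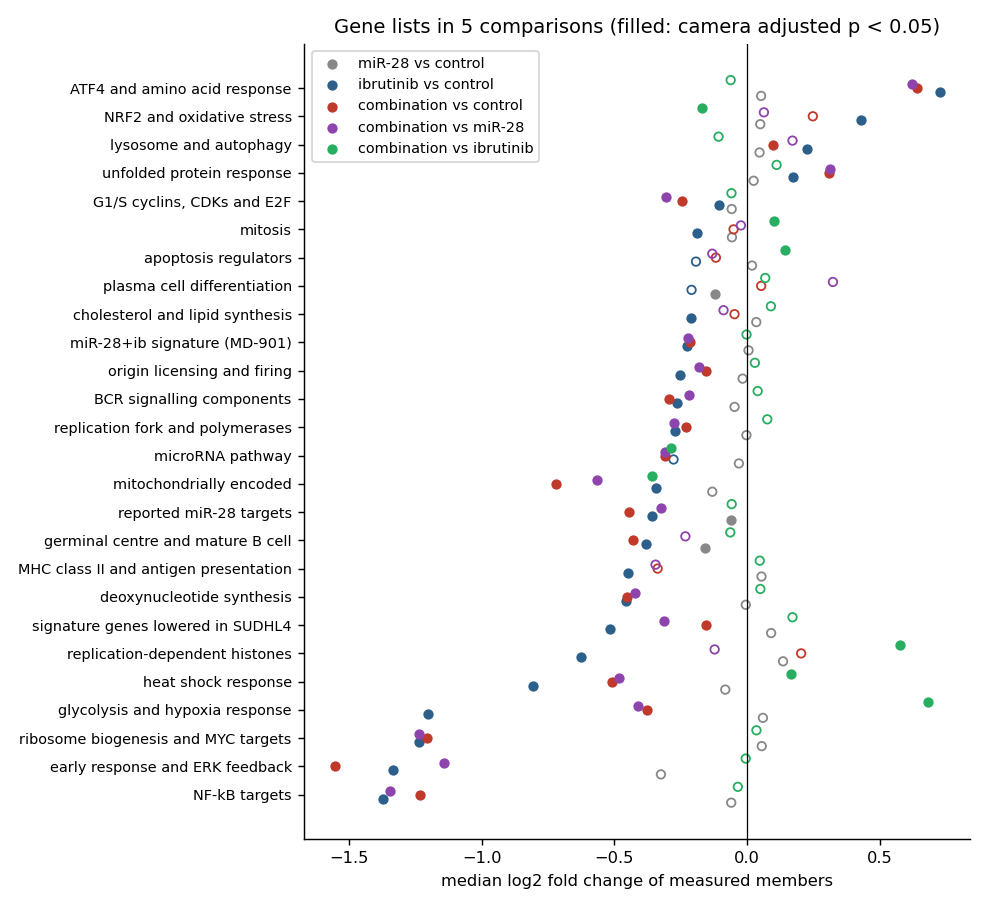
Median log2 fold change of the gene lists in 5 comparisons, with NF-kB targets at -1.37, -1.23 and -1.34 for ibrutinib, the combination against control and the combination against miR-28.

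With the combination EGR1 fell from 31.0 ± 5.46 CPM (SD, n = 3) to 0.468 ± 0.121 CPM (n = 2), a log2 fold change of -6.02 (SE 0.32). KIF26B (-3.56, SE 0.35), DUSP2 (-2.99, SE 0.19), TNFRSF1B (-2.87, SE 0.18), the NF-kB regulator NFKBID (-2.57, SE 0.13), HIVEP3 (-2.38, SE 0.29), RUNX2 (-2.34, SE 0.22) and CCDC86 (-2.30, SE 0.16) were the other lowest genes. NFKBIA fell by 2.24 log2 (SE 0.14), MYC by 1.99 (SE 0.35) and IRF4 by 1.58 (SE 0.08). CHAC1 (2.90, SE 0.22), ADM2 (2.86, SE 0.25), TSC22D3 (2.64, SE 0.16), SLC6A9 (2.55, SE 0.23) and the immunoglobulin heavy chain gene IGHA1 (2.57, SE 0.24) rose. The pseudogenes ROCK1P1 (3.89, SE 0.37) and AC010970.1 (3.30, SE 0.43) rose as well. AC010970.1 was uneven without ibrutinib, at 235 and 929 CPM in the miR-28 libraries against 86.5 to 119 CPM in control. RPSAP58 (3.85, SE 0.81), a ribosomal protein pseudogene, rested on combination replicate 1, without which its log2 fold change was 0.72 (adjusted p = 0.244). Ribosome and MYC target genes fell (median -1.21, 34 lower and 1 higher of 36, adjusted p = 7.63e-22, adjusted p = 0.103 with an estimated correlation). NF-kB targets fell (median -1.23, 20 lower and 0 higher, adjusted p = 2.36e-13, adjusted p = 0.0428 with an estimated correlation), and so did early response genes (median -1.55, 13 lower and 1 higher, adjusted p = 2.59e-06, adjusted p = 0.110 with an estimated correlation). The ATF4 genes rose (median 0.64, 24 higher and 3 lower, adjusted p = 1.26e-09, adjusted p = 0.105 with an estimated correlation). Unfolded protein response genes did too (median 0.31, 13 higher and 0 lower, adjusted p = 8.28e-05, adjusted p = 0.110 with an estimated correlation), with PCK2 at 2.40 (SE 0.11), ASNS at 1.46 (SE 0.08) and DNAJB9 at 1.55 (SE 0.11). Adjusted over the list alone, 22 NF-kB targets fell, 25 ATF4 genes rose and 6 fell, and 15 unfolded protein response genes rose and 1 fell. The combination was compared with the same 3 control libraries as ibrutinib, so likeness between these comparisons is in part built in.

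Replication genes were lower with the combination to a similar extent as with ibrutinib. MCM10 fell from 70.2 ± 4.15 CPM (SD, n = 3) to 29.5 ± 3.20 CPM (n = 2), a log2 fold change of -1.25 (SE 0.10, adjusted p = 2.27e-05). GINS4 (-0.84, SE 0.10), GINS3 (-0.74, SE 0.09) and the checkpoint adaptor CLSPN (-0.85, SE 0.09) fell. RFC3 (-0.75, SE 0.08), the primase-polymerase subunit POLA2 (-0.68, SE 0.08), CDC45 (-0.54, SE 0.08), RRM2 (-0.63, SE 0.09), ORC6 (-0.52, SE 0.08) and GINS1 (-0.36, SE 0.08) fell. The proliferation marker MKI67 fell from 338 ± 39.9 to 172 ± 38.8 CPM (-0.98, SE 0.16, adjusted p = 0.000968). PCNA (-0.15, adjusted p = 0.279), CHEK1 (-0.21, adjusted p = 0.0542) and CDC7 (-0.02, adjusted p = 0.876) did not pass. UHRF1 (-0.30, adjusted p = 0.0318) lost its call without control replicate 1 (0.0746), control replicate 3 (0.0753), combination replicate 1 (0.0532), combination replicate 2 (0.153) or the trend on transcript length (0.0776). Nucleotide synthesis genes CTPS1 (-1.41, SE 0.08) and ATIC (-1.28, SE 0.08) and the transcription factors E2F8 (-1.34, SE 0.17) and E2F3 (-0.84, SE 0.09) were lower too. The list tests gave adjusted p = 0.0012 for origin genes (12 of 27 lower and 0 higher, adjusted p = 0.110 with an estimated correlation) and 0.000257 for fork genes (17 of 34 lower and 3 higher, adjusted p = 0.186 with an estimated correlation). They gave 4.12e-05 for deoxynucleotide genes (13 of 22 lower and 2 higher, adjusted p = 0.110 with an estimated correlation) and 0.00207 for G1/S genes (8 of 17 lower and 0 higher, adjusted p = 0.105 with an estimated correlation). Signature genes had 62 lower and 17 higher of 149 (median -0.22, adjusted p = 0.000157, adjusted p = 0.186 with an estimated correlation), led by MTHFD1 (-1.24, SE 0.08). The SUDHL4 subset had 9 lower of 21 (median -0.16, adjusted p = 0.000445, adjusted p = 0.252 with an estimated correlation). With p adjusted over the list alone, 12 origin, 19 fork, 13 deoxynucleotide, 9 G1/S and 67 signature genes fell. Mitosis genes did not pass (6 lower and 9 higher, adjusted p = 0.828).

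Glycolysis genes were lowered less by the combination, with LDHA at 894 ± 58.2 CPM (SD, n = 2, log2 fold change -1.36, SE 0.13), GPI at -1.09 (SE 0.09) and ALDOA at -0.92 (SE 0.09). The list median was -0.38 (13 of 25 lower and 1 higher, adjusted p = 0.000445, adjusted p = 0.494 with an estimated correlation). Mitochondrially encoded genes were lower in 12 of 13 cases (median -0.72, adjusted p = 0.000125, adjusted p = 0.362 with an estimated correlation). MT-ND2 was at -1.04 (SE 0.22) and MT-ATP8 at -0.72 (SE 0.13), and MT-ND4 (-0.73, SE 0.17) lost its call without combination replicate 1 (adjusted p = 0.0549). Reported miR-28 targets fell in 8 of 11 cases (median -0.45, adjusted p = 0.000257, adjusted p = 0.103 with an estimated correlation). NFE2L2 (-0.90, SE 0.07), BCL2 (-0.50, SE 0.08) and RAP1B (-0.57, SE 0.09) were lower, and BAG1 (-0.46, SE 0.10) was lower but not called without combination replicate 2 (adjusted p = 0.0505). The microRNA pathway passed with 8 of 14 lower and 1 higher (median -0.31, adjusted p = 0.00974, adjusted p = 0.232 with an estimated correlation). The exporter XPO5 (-1.16, SE 0.11) and AGO1 (-0.85, SE 0.10) fell and AGO4 rose (1.09, SE 0.13). The BCR subunit gene CD79B rose from 333 ± 27.2 to 926 ± 143 CPM (1.48, SE 0.13) while BLNK (-0.87, SE 0.08) and NFATC1 (-1.15, SE 0.08) fell. Their list had 14 lower and 5 higher members (median -0.29, adjusted p = 0.0226, adjusted p = 0.186 with an estimated correlation) and did not pass without combination replicate 2 (adjusted p = 0.0669) or with the trend on transcript length removed (0.0569). Germinal centre genes (15 lower and 6 higher, median -0.43, adjusted p = 0.0164, adjusted p = 0.362 with an estimated correlation) were lower. Heat shock genes (11 lower and 0 higher, adjusted p = 0.000208, adjusted p = 0.343 with an estimated correlation) had a median of -0.51 beside a mean of 0.13. Lysosome genes were higher (13 higher and 2 lower, median 0.10, adjusted p = 0.0218, adjusted p = 0.195 with an estimated correlation). BCL6 (-0.50, SE 0.12, adjusted p = 0.0122) lost its call without combination replicate 1 (adjusted p = 0.110). In all, 2603 genes rose and 2927 fell of 17671, 757 and 458 of them at least 2-fold. Of 31 lists 19 passed, 1 with an estimated correlation and 22 with fry.

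Within miR-28 cells the effect of ibrutinib was measured by the combination against miR-28. EGR1 fell from 20.1 ± 5.84 to 0.468 ± 0.121 CPM (SD, n = 2 each), a log2 fold change of -5.39 (SE 0.32). KIF26B (-3.67, SE 0.37), DUSP2 (-3.01, SE 0.20), TNFRSF1B (-2.89, SE 0.19) and NFKBID (-2.77, SE 0.13) fell with it. ESRP1 (4.09, SE 0.38), PRR15L (3.25, SE 0.31), ADM2 (3.01, SE 0.29) and CHAC1 (2.91, SE 0.25) rose most. ISY1-RAB43, a read-through gene, had 0 counts in miR-28 cells and stood in the combination at least 253-fold above the floor of 3 counts over the group. It was not called without miR-28 replicate 1 (adjusted p = 0.0590) or replicate 2 (adjusted p = 0.0537). MCM10 (-1.06, SE 0.11), MTHFD1 (-1.13, SE 0.08), CDC45 (-0.63, SE 0.09) and RRM2 (-0.62, SE 0.10) fell. MKI67 (-0.56, adjusted p = 0.0339) lost its call without control replicate 2 (0.0523), miR-28 replicate 1 (0.195), ibrutinib replicate 1 (0.0501), ibrutinib replicate 2 (0.0503) or combination replicate 1 (0.208). Here 1871 genes were higher and 2402 lower of 17671, with 2463 in total where only the compared groups were fitted. In this comparison 17 lists passed, 1 with an estimated correlation and 20 with fry. They were the lists of the comparison with control apart from germinal centre and lysosome, with medians of -1.23 for ribosome, -1.34 for NF-kB and 0.62 for ATF4 genes. Their adjusted p ran from 6.11e-26 to 0.0242, and from 0.0417 to 0.441 with an estimated correlation. BCR signalling components did not pass without combination replicate 2 (adjusted p = 0.0860) or with the trend on transcript length removed (0.0506). Ibrutinib against control and the combination against miR-28 share no library. In both, 3222 genes were called in the same direction against 651 expected of independent calls, with a Spearman correlation of 0.542 and a Pearson correlation of 0.385 over all genes. Glycolysis genes had a median of -0.41 here against -1.20 in scramble cells, histones -0.12 against -0.63 and NRF2 genes 0.06 against 0.43.

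The combination against ibrutinib compares miR-28 with scramble cells, both under the drug, and part of the glycolytic program was higher in it. PFKFB4, a regulator of glycolytic flux, rose from 8.68 ± 1.63 to 38.2 ± 2.99 CPM (SD, n = 2 each), a log2 fold change of 2.14 (SE 0.15, adjusted p = 0.00114). Its control level was 38.6 ± 4.47 CPM (n = 3). P4HA1, a prolyl hydroxylase induced by hypoxia, rose by 1.77 (SE 0.15, adjusted p = 0.0023). The mitophagy receptor BNIP3 rose by 2.13 (SE 0.22, adjusted p = 0.00621), with an adjusted p of 0.0695 without ibrutinib replicate 1. Of 25 glycolysis and hypoxia genes 16 rose and 0 fell (18 and 0 adjusted over the list alone, median 0.68, adjusted p = 2.17e-16, adjusted p = 0.815 with an estimated correlation). SPCS3 fell from 582 ± 18.0 to 303 ± 0.391 CPM (-0.94, SE 0.08, adjusted p = 0.00188), near its change with miR-28 alone. NFE2L2 (-0.58, SE 0.08, adjusted p = 0.010) and its target GSR (-0.49, SE 0.08) were lower. The mitotic genes CDK1 (0.67, SE 0.09), DLGAP5 (0.55, SE 0.08), CDC25C (0.64, SE 0.11) and MAD2L1 (0.72, SE 0.12) were higher. IRF4 fell slightly further (-0.40, SE 0.09, adjusted p = 0.0262). RPSAP58 (4.42), AC114491.1 (1.80) and COX6A1P2 (2.03), pseudogenes with reads of uncertain origin, were the other highest genes. OR1A1 (-1.03), AC106886.5 (-0.98), HEG1 (-0.94) and HBEGF (-0.92) were the other lowest.

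Beyond glycolysis, histone genes shifted up (3 of 20 higher, median 0.58, adjusted p = 0.000251), as did mitosis (8 of 35 higher, median 0.10, adjusted p = 0.0270), apoptosis (4 higher and 2 lower of 24, median 0.14, adjusted p = 0.0445) and heat shock genes (3 of 16 higher, median 0.17, adjusted p = 0.0445). HIST1H1C (1.07, SE 0.15), BCL2A1 (1.30, SE 0.15), the pro-apoptotic BAD (1.27, SE 0.21) and HSPA8 (0.43, SE 0.10) were higher. Mitochondrially encoded (0 of 13 lower, median -0.36, adjusted p = 0.0138), NRF2 (4 lower and 1 higher of 22, median -0.17, adjusted p = 0.0331) and microRNA pathway genes (3 lower and 2 higher of 14, median -0.29, adjusted p = 0.0484), with AGO1 (-0.56, SE 0.10) and AGO2 (-0.64, SE 0.14), shifted down. Each of these lists had an adjusted p = 0.815 with an estimated correlation and none passed with fry. Counts adjusted over the list alone gave 6 histone, 9 mitosis, 7 apoptosis and 4 heat shock genes higher and 8 NRF2 and 7 microRNA pathway genes lower. Leaving out combination replicate 1 ended the calls of the mitochondrial (adjusted p = 0.469), apoptosis (0.116) and heat shock (0.320) lists, and leaving out combination replicate 2 those of the NRF2 (0.313) and microRNA pathway (0.167) lists. The heat shock (0.0836), NRF2 (0.0846) and microRNA pathway (0.0603) lists did not pass without ibrutinib replicate 2, and the microRNA pathway list not without ibrutinib replicate 1 (0.0799) or control replicates 1, 2 or 3 (0.0602, 0.0549 and 0.0574). With the trend on transcript length removed the heat shock (0.371) and microRNA pathway (0.790) lists did not pass, and AGO1 (0.132) and HSPA8 (0.0507) were not called.

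The replication genes followed throughout were not called when miR-28 was added to ibrutinib. In simulated counts edgeR recovered 23.9% of genes planted at 1.5-fold and 52.2% at 2-fold in this comparison, so small changes would mostly be missed. CDC45 (0.03, SE 0.09, adjusted p = 0.886), GINS1 (0.08, SE 0.09, adjusted p = 0.625), PCNA (0.30, SE 0.10, adjusted p = 0.107), RRM2 (-0.21, SE 0.10, adjusted p = 0.215), CHEK1 (-0.10, SE 0.08, adjusted p = 0.514), UHRF1 (-0.19, SE 0.10, adjusted p = 0.289), CDC7 (0.16, SE 0.07, adjusted p = 0.212) and MKI67 (-0.56, SE 0.17, adjusted p = 0.0691) did not pass. MCM10 went from 37.9 ± 1.67 to 29.5 ± 3.20 CPM without passing (-0.36, SE 0.11, adjusted p = 0.0695). E2F8 (-0.86), E2F3 (-0.42), the polymerase subunit POLE (-0.49) and TONSL (-0.58) were lower, of which POLE and TONSL were picked out after their values were seen. None of these 4 was called without ibrutinib replicate 1, where SPCS3 was the only gene lower. The replication genes RPA3 (1.15) and PRIM1 (0.46), likewise picked out after their values were seen, were higher. The G1/S list had 4 lower and 1 higher of 17 (adjusted p = 0.430) and did not pass. Neither did the origin list (1 of 27 higher, adjusted p = 0.950) or the fork list (4 higher and 1 lower of 34, adjusted p = 0.430). The same held for the signature (15 higher and 6 lower of 149, median -0.0024, adjusted p = 0.911) and its SUDHL4 subset (3 higher and 0 lower of 21, adjusted p = 0.0707). Signature members reported as lower in MD-901 cells were not tested apart from the rest, so opposite shifts could cancel in its median. Adjusted over the list alone, 22 signature genes were higher and 21 lower.

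The combination against ibrutinib had 991 genes higher and 344 lower of 17671, a share of 74.2% higher, with 141 and 19 at least 2-fold. The higher genes were short, with a median transcript length of 1806.5 bases, against 5877.5 bases for the lower genes and 3235 bases for all. Over genes the Spearman correlation of fold change with length was -0.345. Libraries of a single group differed in this trend too. Against the other controls it was 0.228 for control replicate 1 and -0.300 for control replicate 3. For miR-28 against control it was -0.277. The count of called genes depended on single libraries. It was 5 without ibrutinib replicate 1, 9 without ibrutinib replicate 2, 29 without combination replicate 1, 725 without control replicate 2 and 2385 without combination replicate 2, the last with 1398 higher and 987 lower. DESeq2 called 2389 genes, limma-voom 1625 and the fit without a filter on low counts 2825. At the level of genes, calls other than SPCS3, PFKFB4 and P4HA1 should be read with these numbers in view, since RPSAP58, CDK1, DLGAP5, CDC25C, MAD2L1, NFE2L2, GSR, HIST1H1C, BCL2A1, BAD, HSPA8, AGO1, AGO2, IRF4, HEG1, HBEGF, OR1A1, COX6A1P2, AC106886.5 and AC114491.1 each lost their call without ibrutinib replicate 1 and without ibrutinib replicate 2. All of these but AC114491.1, BCL2A1, CDK1 and COX6A1P2 also lost it without combination replicate 1. HBEGF, HEG1, HSPA8, IRF4, OR1A1 and RPSAP58 lost it without control replicate 2, HBEGF, HSPA8 and OR1A1 without control replicate 3, OR1A1 without control replicate 1, and HBEGF, HEG1 and IRF4 without combination replicate 2. With the trend on transcript length removed HEG1 (adjusted p = 0.0840) and IRF4 (adjusted p = 0.0733) were not called.

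The departure from additivity asked whether miR-28 acted differently with ibrutinib than without it. It passed for PFKFB4 (log2 1.92, SE 0.20, adjusted p = 0.0224) and P4HA1 (1.91, SE 0.20, adjusted p = 0.0224), which ibrutinib lowered only in the absence of miR-28. P4HA1 stood at 58.9 ± 7.56 CPM in control (SD, n = 3), 53.3 ± 4.78 in miR-28, 14.5 ± 1.46 in ibrutinib and 49.2 ± 7.10 in the combination (n = 2 each). The third, ENSG00000274853, an identifier without a GENCODE entry, had 0 counts with ibrutinib and stood in the combination at least 47.8-fold above the floor of 3 counts over the group (adjusted p = 0.0227). Values of BNIP3 (2.19, SE 0.29, adjusted p = 0.0711), HK2 (1.67, SE 0.23, adjusted p = 0.0841), SLC7A11 (-0.71, SE 0.18, adjusted p = 0.405), JCHAIN (0.87, SE 0.17, adjusted p = 0.310) and CDK1 (0.56, SE 0.12, adjusted p = 0.405) did not pass. The glycolysis list had the smallest p (median 0.55, adjusted p = 1.18e-18, adjusted p = 0.587 with an estimated correlation), with 16 members higher adjusted over the list alone and 1 over all genes. Signature genes (median -0.01, adjusted p = 0.903), origin genes (adjusted p = 0.756) and fork genes (adjusted p = 0.164) did not pass as lists. Of 17671 genes 3 were higher and 0 lower, with 1662 at an unadjusted p under 0.05, 178 called by DESeq2 (172 higher and 6 lower) and 2 by limma-voom. The count was 0 without control replicate 3, ibrutinib replicate 1 or combination replicate 1, 1 without control replicate 2 or ibrutinib replicate 2, 12 without miR-28 replicate 2 and 32 without combination replicate 2, the last with 14 higher and 18 lower.

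**Figure D3:**
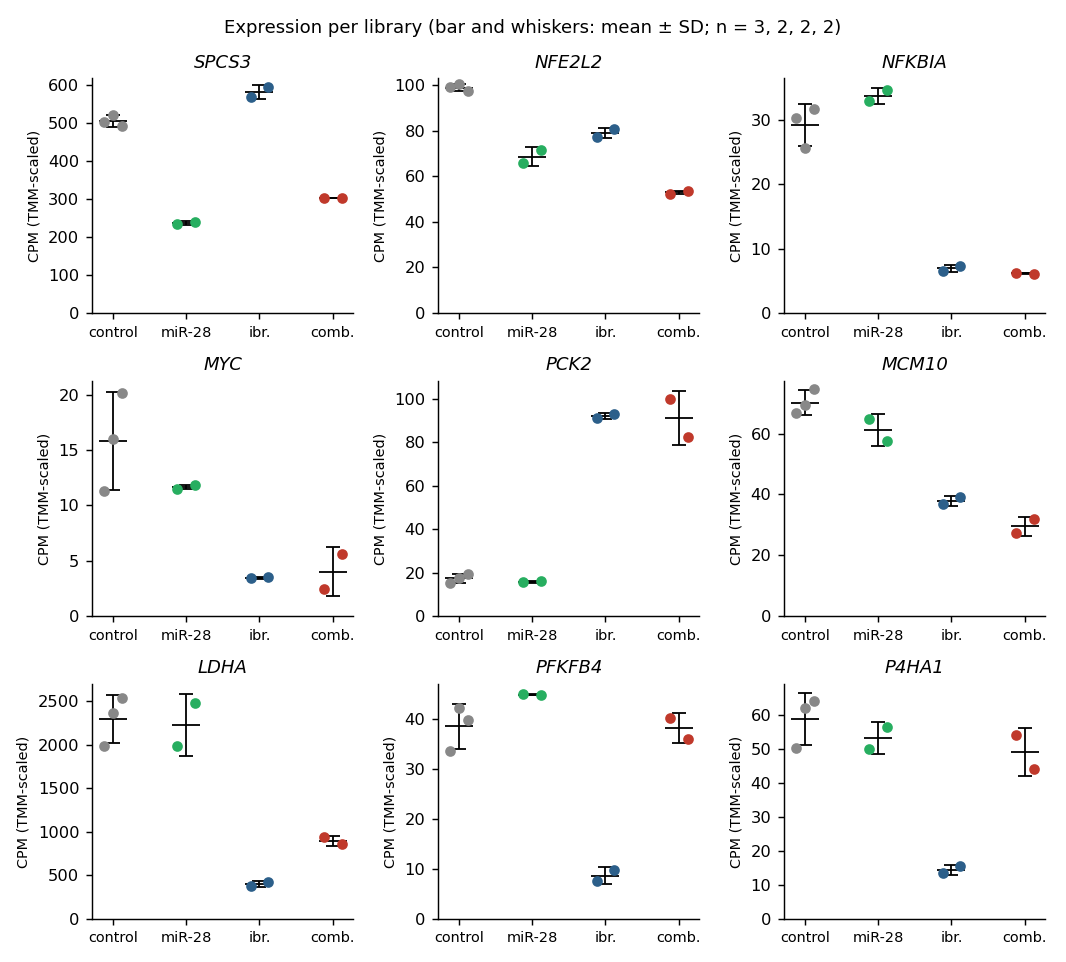
Levels per library of 9 genes, among them PFKFB4 at 38.6, 45.0, 8.68 and 38.2 CPM and SPCS3 at 506, 238, 582 and 303 CPM in control, miR-28, ibrutinib and the combination.

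Genes distinct in the combination numbered 337, with 215 higher and 122 lower. XRCC4, a factor of DNA end joining, stood at 26.7 CPM in control, 25.7 in miR-28, 24.2 in ibrutinib and 46.6 in the combination, and CHMP5, SCOC, COMMD8, ATP6V1D and CD79B were likewise higher. NFE2L2, GSR, BLMH, LRP8 and YWHAH were lower. Apart from CD79B, NFE2L2 and GSR these were picked out after their values were seen. Mitosis genes gave 5 higher members and the signature 1 higher and 4 lower. Simulated sets without an effect gave 0 to 1 distinct genes and sets with additive effects 60 to 95 (median 72.5, 20 sets each). These sets held no shifts of whole libraries, such as the trend on transcript length. Those with additive effects called 6424 to 6599 genes for the combination against control, where the data gave 5530. The excess over them is therefore no measure of departure from additivity. The number of distinct genes was 0 without ibrutinib replicate 1 or ibrutinib replicate 2, 5 without combination replicate 1, 164 without control replicate 2 and 846 without combination replicate 2, the last with 348 higher and 498 lower.

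Messages with a miR-28-5p site in the 3' UTR were slightly lower in every comparison apart from ibrutinib alone. RAP1B, a small GTPase and earlier reported target, has an 8-mer site at 12:68659659-68659665 and BAG1, a co-chaperone and target, one at 9:33255037-33255043. Single genes with a site did not all follow the median. RAP1B fell with the combination against control, but BAG1 was lowered less by the combination than by ibrutinib alone. MAD2L1, which has 1 such site, stood higher in the combination than in ibrutinib. NFE2L2 has an 8-mer for miR-28-3p at 2:177232866-177232872. SPCS3 has 0 of the 7-base sites sought in a 3' UTR of 3915 bases but 1 of 6 bases for miR-28-5p and 2 for miR-28-3p. With miR-28 alone, 2201 genes with a miR-28-5p site had a median log2 fold change lower by 0.0517 than 12022 genes without. Matched sets gave -0.0396 (95% of sets from -0.0485 to -0.0311), which left an excess of -0.0121 (adjusted p = 0.0285). The excess was -0.0382 for the combination against control (adjusted p = 0.0285), and -0.0341 for the combination against miR-28 (adjusted p = 0.0358). It was -0.0295 for the combination against ibrutinib (adjusted p = 0.0144), -0.0228 for the departure (adjusted p = 0.0258) and 0.0011 for ibrutinib alone (adjusted p = 0.923). Shuffled seeds gave an excess as low in 1, 3, 3, 2 and 7 of 50 cases for these 5 passing tests. For genes with a miR-28-3p site (1110) the excess with miR-28 alone was -0.0074 and did not pass (adjusted p = 0.395). It passed for 8-mers alone (-0.0362, adjusted p = 0.016) and without control replicate 1 (-0.0181), control replicate 3 (-0.0176) or miR-28 replicate 1 (-0.0263). The call for miR-28 alone was lost without control replicate 3 (-0.0095), miR-28 replicate 1 (-0.0163), combination replicate 1 (-0.0120) or combination replicate 2 (-0.0119). Among left-out libraries that for the combination against ibrutinib was lost only without combination replicate 2 (-0.0275). With 8-mers alone the calls against miR-28 (adjusted p = 0.563), against ibrutinib (0.357) and for the departure (0.632) were lost, and with the trend on transcript length removed that against miR-28 (0.130). The call against control was lost without control replicate 1 (-0.0237), control replicate 2 (-0.0326), miR-28 replicate 1 (-0.0348), combination replicate 1 (-0.0416) or combination replicate 2 (-0.0445). That against miR-28 was lost without control replicate 2 (-0.0332), miR-28 replicate 1 (-0.0196), miR-28 replicate 2 (-0.0211), combination replicate 1 (-0.0159) or combination replicate 2 (-0.0308). For the departure it was lost without control replicate 2 (-0.0121), miR-28 replicate 2 (-0.0154), combination replicate 1 (-0.0115) or combination replicate 2 (-0.0203).

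**Figure D4:**
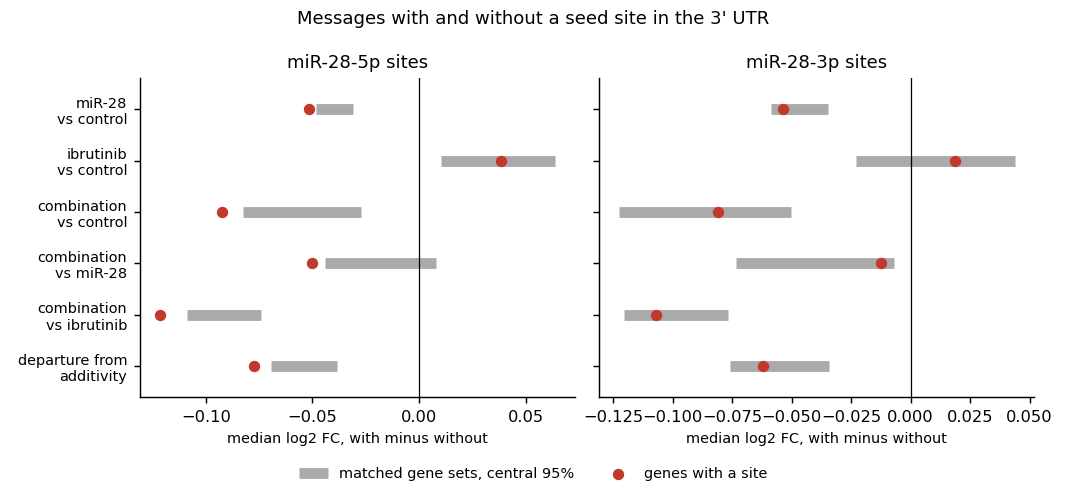
Difference in median log2 fold change of genes with a site against the central 95% of matched sets, with -0.0925 for miR-28-5p in the combination against control.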

Values the study reported

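The study described a signature of 157 genes that changed only with the combined treatment in MD-901 cells at 20 h, of which 114 were lower. It was built from 455 genes altered by ibrutinib on top of miR-28 and 1437 genes that remained after 3290 genes shared with miR-28 alone were set aside. A network of 65 proteins tied to cell division was drawn from it. In SUDHL4 cells 22 genes of the signature were reported as lower after the combination.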

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

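The explanations weighed here for the glycolysis genes were chosen after the result was seen, and so was removal of the trend on transcript length. The departure itself, leaving out each library and the estimated correlation were planned. PFKFB4 and P4HA1 departed from additivity by 1.92 and 1.91 log2, and ENSG00000274853 by 9.69, a value set by 0 counts with ibrutinib. Lists that departed were glycolysis (median 0.546), histones (0.620), heat shock (0.287), plasma cell (0.205), mitosis (0.170), apoptosis (0.136), germinal centre (0.097), ATF4 (-0.067) and NRF2 genes (-0.166), with adjusted p values of 0.587 to 0.608 with an estimated correlation. The ATF4 list did not pass without control replicate 1 (adjusted p = 0.0675), miR-28 replicate 2 (0.0620) or combination replicate 2 (0.0905). NRF2 genes did not pass without miR-28 replicate 2 (0.131) or combination replicate 2 (0.168), apoptosis genes without control replicate 2 (0.0585) or combination replicate 1 (0.120), germinal centre genes without control replicate 3 (0.0721), miR-28 replicate 2 (0.0923) or combination replicate 2 (0.198), and histones without miR-28 replicate 1 (0.0653). With the trend on transcript length removed the histone (0.0623) and plasma cell (0.0958) lists did not pass. Heat shock genes had a mean of -0.17 beside their positive median.

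The glycolysis genes stood nearer control with the combination than with ibrutinib. Whether miR-28 limits the metabolic effect of ibrutinib was not tested. It could not be told apart from another difference between the separately transduced miR-28 and scramble cells. Library combination replicate 1 alone would not explain the glycolysis pattern, since the median departure was 0.465 without that library. A trend on transcript length left 0.505 when removed. A weaker action of ibrutinib on all its responses in miR-28 cells would not explain it either, because the NF-kB, early response, ribosome and ATF4 lists, 4 lists chosen for this test, kept at least 0.855 of their ibrutinib effect against 0.342 for glycolysis. Other medians did shrink in miR-28 cells, from -0.81 to -0.48 for heat shock, -0.63 to -0.12 for histone and 0.43 to 0.06 for NRF2 genes, so a weaker action on some responses is left open.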

How the results depend on the processing

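The limits are few replicates, libraries that stand apart, and read sharing. Variants for normalized values, such as other pseudocounts, were not run because the values are counts. Protein-coding genes alone, sample weights and length correction were chosen after seeing the data. For miR-28 against control the count of 3 moved to 72 with DESeq2, 1 with limma-voom, 462 without a filter, 1 with the 1 CPM filter, 1 after thinning, 6 for coding genes and 1 to 6 when leaving out a library. For ibrutinib against control the range without a library was 2938 to 5555 and for the combination against miR-28 the fit of only the compared groups gave 2463. For the combination against ibrutinib the count of 1335 moved to 2389 with DESeq2, 2825 without a filter and 5 to 2385 without a library. For the departure the count of 3 moved to 178 with DESeq2, 713 without a filter, 9 for coding genes and 0 to 32 without a library. Distinct genes numbered 652 with DESeq2, 881 without a filter, 125 with only the compared groups and 0 to 846 without a library. Lists passing with an estimated correlation fell to 0 for miR-28, 1 each for ibrutinib, the combination and the combination against miR-28, and 0 for the combination against ibrutinib and the departure. With fry they fell to 0 for miR-28, 0 for the combination against ibrutinib and 0 for the departure. Without a library 1 to 7 lists passed for miR-28. With replicate number as a block the counts were 1 for miR-28, 650 for the combination against ibrutinib, 0 for the departure and 141 for distinct genes, and the excess at sites with miR-28 alone was -0.0096 for miR-28-5p, where the call was lost, and -0.0197 for miR-28-3p, where one was gained. The block also ended the plasma cell (adjusted p = 0.115) and target (0.0621) calls for miR-28, the microRNA pathway call against ibrutinib (0.0532) and those of ORC6 with ibrutinib (0.0557) and of UHRF1 (0.0776) and BCL6 (0.052) with the combination. Replicate numbers did not pair libraries across groups (correlations -0.0551 to 0.0408). The column labels number control replicate 2 and control replicate 3 apart from the other libraries. If these were made apart, the correlations with control could not show pairing. Each comparison with control, the departure and the distinct genes would then also hold any difference of preparation. Without a library the excess at miR-28-5p sites, smaller or larger than with all 9 and with the call lost in at least 1 case of each comparison, ran from -0.0189 to -0.0095 for miR-28, -0.0445 to -0.0237 for the combination, -0.0396 to -0.0159 against miR-28, -0.0407 to -0.0275 against ibrutinib and -0.0244 to -0.0115 for the departure. For 8-mers alone it was -0.0369 against miR-28, -0.0299 against ibrutinib and -0.0135 for the departure, and with length corrected -0.0244 against miR-28, each without a call. At miR-28-3p sites with miR-28 alone a call was gained for 8-mers (-0.0362), and the excess without a library ran from -0.0263 to -0.0059. The cause was not tested.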

Other observations

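In this part the tests with the trend on transcript length removed were chosen after the result was seen, and so was how to read the planned matched sets and shuffled seeds, while the correlation between ratios was set beforehand. The genes of this paragraph were named by the rule, but which of them to describe here was chosen after their values were seen. CD79B, the signalling subunit of the B cell receptor, stood at 333 ± 27.2 CPM in control (SD, n = 3), 390 ± 66.3 in miR-28, 529 ± 46.6 in ibrutinib and 926 ± 143 in the combination (n = 2 each). SEC11C, the catalytic partner of SPCS3 in signal peptidase, rose with the combination from 2365 ± 130 to 4895 ± 25.9 CPM (log2 fold change 1.05, SE 0.11, adjusted p = 0.000108). CIITA fell to 51.6 ± 8.22 CPM with the combination, from 124 ± 5.50 in control (-1.27, SE 0.11, adjusted p = 3.92e-05). The surface peptidase MME stood at 67.3 ± 10.8 CPM in control, 46.6 ± 5.90 in miR-28, 155 ± 2.28 in ibrutinib and 156 ± 7.45 in the combination.

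Messages with a miR-28-5p site were lower with miR-28 by an excess of -0.0121 over sets matched for 3' UTR length and expression, 1 of 50 shuffled seeds had an excess as low, and with the trend on transcript length removed the excess was -0.0212. These values argue against the technical origins tested. A direct action of miR-28-5p is left open, because the excess was also negative where both sides carried miR-28 (-0.0341 for the combination against miR-28), 3 to 7 of 50 shuffled seeds were as low in some other comparisons, and simulated data without a site effect gave -0.0053. The call was also lost without control replicate 3, miR-28 replicate 1 or either combination library, though kept without any other single library. SPCS3, the gene that fell most firmly, has none of the 7-base sites sought, though it has shorter matches. Other forms of 7-base site were not sought, and the cause of its fall was not tested.

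More genes were higher than lower when the combination was set against ibrutinib, and the higher genes were short. With the trend on transcript length removed the imbalance did not shrink, with 842 genes higher and 268 lower. The share higher was 75.9%, against 74.2% before removal. Of the original calls 62.2% were kept. These values argue against length as the whole cause, though it may account for part of the calls. Whether combination replicate 1 alone drove the rest cannot be told apart from a shared effect, since ratios formed without a shared library correlated at only 0.134 over genes.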
